A study of Homo sapiens with 8 samples. Its data were reported in "Caloric restriction mimetic 2-deoxyglucose alters metabolic and transcriptomic phenotype in association with changes in chromatin accessibility in human astrocytes" (2025).

How the data were processed

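RNA was sequenced from cultures of primary human astrocytes under 4 conditions: vehicle, interleukin-1β (IL-1β, a pro-inflammatory cytokine), 2-deoxyglucose (2-DG, a glucose analogue that inhibits glycolysis), and IL-1β together with 2-DG. Each condition had 2 libraries, numbered replicate 1 and replicate 2 in the labels, which made 8 libraries. Groups were taken from the labels alone.

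The authors aligned reads to the hg38 build with STAR and counted them over the exons of each gene with HOMER, with the counts of a gene's transcripts condensed to 1 row per gene symbol. The deposited table of raw counts holds whole numbers for 25533 genes. A second deposited table gives TPM, which the authors also made with HOMER, for the same genes. For each gene with over 100 counts in every column, the ratio of TPM to count was the same in all columns apart from 1 factor per column (after centring each column, the largest SD of a gene's log2 ratio across columns was 0.000394). The TPM therefore carry the same measurement with 1 factor per gene and 1 per column. The TPM of a column summed to between 315777 and 346455 rather than to the usual fixed total, so TPM values here are lower than on the usual scale by a near-constant factor. The version of the annotation, the strand setting and the treatment of reads with several matches were not stated. A gene whose exons overlap those of another gene, or that has a near-identical copy, may therefore hold reads of the other gene. Each table had 20 columns. Replicate 1 libraries had 2 runs each, the 2-DG replicate 2 library had 2 and the other replicate 2 libraries had 3. The 19 columns that matched a labelled sample were used. The remaining 1 column per table, named for 2-DG replicate 3, matched no label and was not used here. Whether it held another replicate or a further run of a labelled sample was not tested. Counts of the runs of a sample were summed and TPM were averaged, so each sample counted once. Over genes with at least 100 counts, chi-square per degree of freedom was between 3.53 and 10.3 for the 14 pairs of runs of one sample and between 191 and 528 for replicate 1 against replicate 2 of the 4 groups. Replicates were therefore separate libraries, and runs of one sample differed by more than sampling noise but far less than replicates.

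The depth ranged from 14998957 to 33814509 counts per library. A count of 3 was taken as the floor, since an observed count of 0 allows a true mean of up to about 3. It corresponds to between 0.0887 and 0.2 CPM (counts scaled to library size). A fold against a group with both libraries at or under the floor was computed against the floor and is given as a nominal lower bound. It is nominal because observed counts above 0 allow a mean above the floor, and the spread of the higher group was left out. Floors cover counting error only, because reads without molecular identifiers are not independent molecules.

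Genes with a group mean TPM of at least 4 in at least 1 group were tested, which is the filter the study used. This left 10844 genes, which held at least 97.4% of the counts of each library. Counts were tested with edgeR (version 4.0.16, R 4.3.3): TMM scaling, robust dispersions, a quasi-likelihood fit with 1 mean per group over all 8 libraries and no covariate, and the quasi-likelihood F test, two-sided. The prior count for fold changes was 0.125, and standard errors were taken as the size of the log2 fold change over the square root of F. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within the comparison and a fold change over 1.5, as in the study's Results. The comparisons were IL-1β against vehicle, 2-DG against vehicle, IL-1β + 2-DG against IL-1β, against 2-DG and against vehicle, and the interaction, which is the IL-1β effect with 2-DG minus the IL-1β effect without it. The tests, thresholds, gene lists and alternatives were chosen before the data were examined, except where the text says otherwise.

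The pairing by replicate number was checked as the correlation, across genes, of the difference between replicates 1 and 2 in each pair of groups. All 6 correlations were over 0.1, from 0.707 to 0.914, so libraries with the same number deviated together. The labels do not say what the number stands for. A fit with the replicate number as a block was made for each result, and its value is given beside a result wherever it changes a call. The biological coefficient of variation was 0.485 without the block and 0.243 with it.

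Differences within 1 replicate number were computed as differences of log2(CPM + 1), with TMM-scaled CPM. They have no error of their own, and correlations over them are across genes, which are not independent replicates. Gene sets (10 lists written from general knowledge of the pathways the study names) were tested in each of the 6 comparisons with camera from limma (version 3.58.1) with a preset inter-gene correlation of 0.01, and the 60 p-values were adjusted together. Marker lists of astrocytes, microglia, neurons, oligodendrocytes, endothelial cells and fibroblasts were read as TPM without a test of the lists. Where an adjusted p is given for a single marker gene, it is from the edgeR fits.

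Genes named in the text are the 14 genes the study names and, for each comparison, the 3 genes with the highest and the 3 with the lowest log2 fold change among those called, with the 2 libraries of one group above both of the other and at least 20 counts in each library of the higher group. Because the fit without the block called no gene, this second part of the rule, and the list of genes raised by IL-1β, were applied to the calls of the fit with the block. That step was chosen after the data were seen. Genes that can reveal a donor's traits were left out of all gene lists. Positions are those of GENCODE release 44 on hg38, the build the authors aligned to.

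The scripts were tested on simulated counts drawn for the 10844 genes from the fitted means, with 200 genes changed 4-fold (2 on the log2 scale) in 1 group. With the spread of the fit without the block, 0 of the 200 genes were recovered, with 0 false calls. With the spread and replicate effects of the fit with the block, 176 (88%) were recovered with 12 false calls among the rest. With dispersions scaled by 0.1, 199 (99.5%) were recovered with 14 false calls. The number of libraries alone did not prevent calls, and at the spread of the fit without the block a 4-fold change in single genes was not detectable.

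Alternatives were size factors by median of ratios (RLE), the edgeR filter filterByExpr, no filter, DESeq2 (version 1.42.0) with and without the replicate block, the 4 libraries of the compared groups alone, a fold threshold of 2 or none, limma-trend on log2(TPM + 1) and on log2(TPM + 0.1), fry and an estimated inter-gene correlation for the gene sets, and leaving out each library in turn. Use of run A alone, of each run as a library in DESeq2, and of the block with fry or an estimated correlation were added after the data were seen.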

Results

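Gene expression was measured by RNA sequencing in primary human astrocytes, the glial cells that support neurons, to ask how IL-1β and the glycolysis inhibitor 2-DG, alone or together, change transcript levels. The 8 libraries fell into 4 groups of 2, which received vehicle, IL-1β alone, 2-DG alone or both agents. Vehicle libraries had 23884039 and 32723259 counts for replicates 1 and 2, IL-1β libraries 26554375 and 33814509, 2-DG libraries 22193467 and 14998957, and IL-1β + 2-DG libraries 28146169 and 30617277. The 10 genes with the most counts took between 4.84% and 6.02% of a library. Values below are mean TPM ± SD with n = 2 libraries per group unless given per library.

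The marker panel was read first, to describe the cultures. GFAP was at 4775 ± 740 TPM (SD, n = 2) in vehicle, S100B at 222 ± 146 and SLC1A2, which encodes a glutamate transporter, at 40.3 ± 21.7. Of the 10 astrocyte markers, 8 reached 4 TPM in all libraries. ALDH1L1 stayed below that level, at 0.243 ± 0.167 TPM in vehicle. Of the 10 microglia markers, none reached 4 TPM in all libraries and 1, CD68, did in any library. AIF1 had 1 count in 1 library and 0 counts in the others, a level at or under the floor of 3 counts. On average the median of the astrocyte markers lay 6.09 ± 0.496 (SD, n = 8) log2(TPM + 1) units above that of the microglia markers. Among lists of other cells, 3 of 8 neuronal, 2 of 7 oligodendrocyte, 0 of 5 endothelial and 3 of 6 fibroblast markers reached 4 TPM in all libraries. GFAP was lower in both IL-1β libraries (2246 and 367 TPM) than in both vehicle libraries (5298 and 4252 TPM), and the difference did not pass the threshold (log2 fold change -1.75, SE 1.09, edgeR adjusted p 1.0, and adjusted p 0.217 with the replicate block).

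Replicate number accounted for a large part of the variation. In the fit with the replicate number as a block, 6292 of the 10844 tested genes (58%) differed between replicate numbers at an adjusted p under 0.05. The first principal component of the log2 values held 49% of the variance and placed every replicate 1 library on one side and every replicate 2 library on the other. The second, with 37.3%, separated the 4 libraries given IL-1β from the other 4. The third held 6.81%. It placed 2-DG replicates 1 and 2 opposite to vehicle replicates 1 and 2. On that component IL-1β + 2-DG replicate 1 lay with the 2-DG libraries, and the library labelled IL-1β + 2-DG replicate 2 lay with vehicle. IL-1β replicate 1 lay with vehicle and the library labelled IL-1β replicate 2 with 2-DG. These 2 libraries of replicate 2 are therefore called by their labels, and in the comparison of IL-1β + 2-DG with IL-1β values are given for each replicate.

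The differences of the 2 replicates were then compared across genes. IL-1β minus vehicle in replicate 1 correlated with that in replicate 2 at a Pearson's r of 0.73 and a Spearman's rho of 0.57 across the 10844 genes. For 2-DG minus vehicle r was 0.57 and rho 0.40, for IL-1β + 2-DG minus 2-DG r was 0.70 and rho 0.53, and for IL-1β + 2-DG minus vehicle r was 0.68 and rho 0.58. For IL-1β + 2-DG minus IL-1β the correlation was negative, with r -0.54 and rho -0.43. In that comparison 517 genes moved over 1.5-fold in opposite directions in the 2 replicates and 21 moved over 1.5-fold in the same direction. For 2-DG minus vehicle these numbers were 11 and 520.

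**Figure D1:**
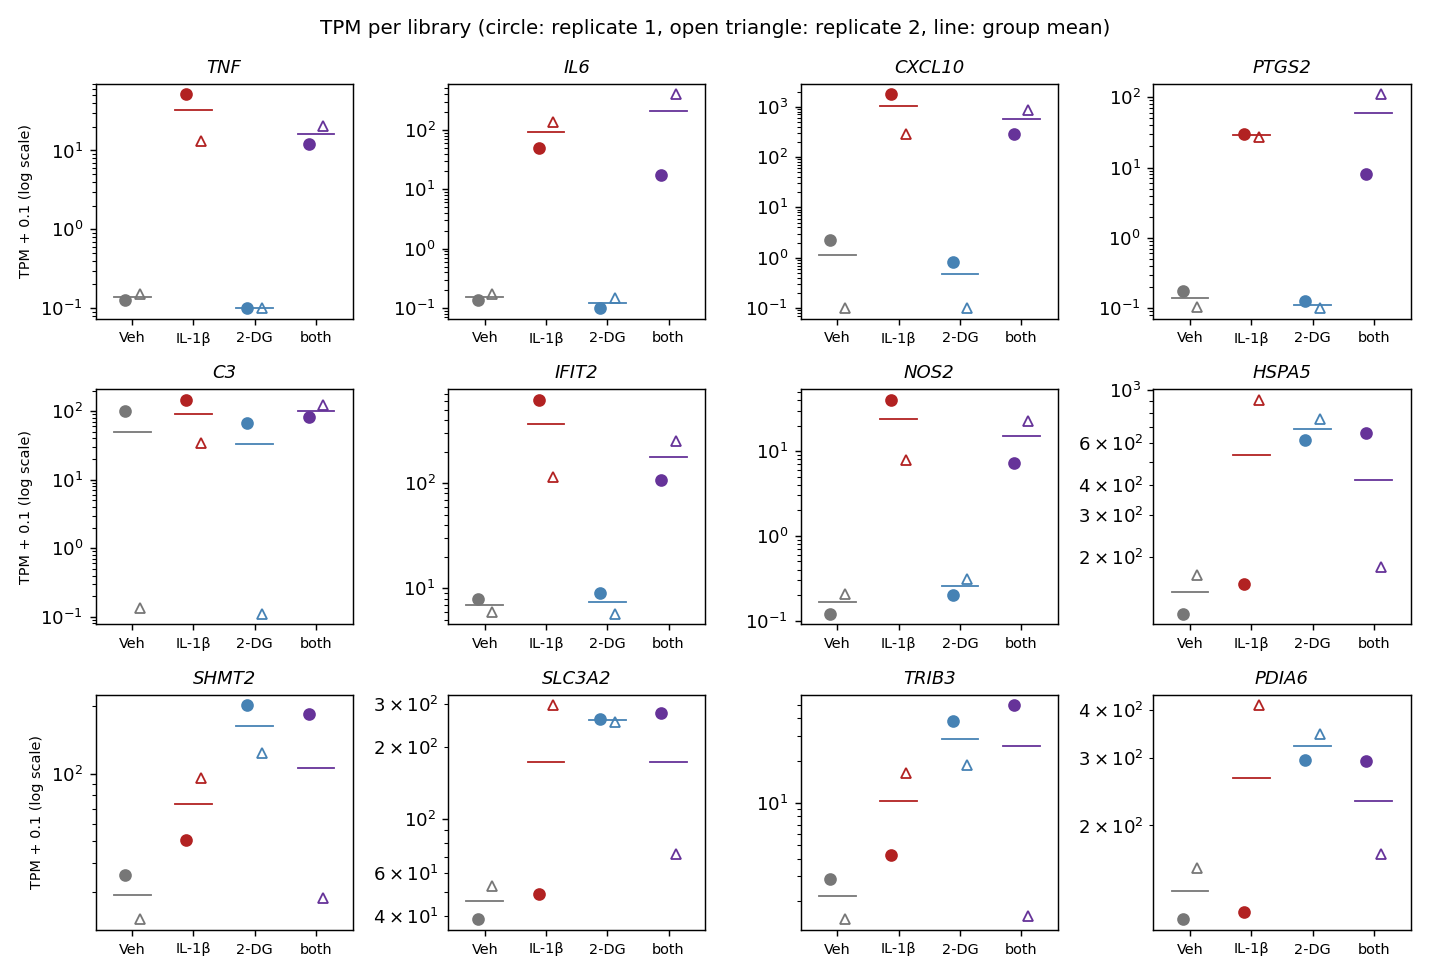
TPM of 12 genes the study names in each library, plotted as TPM + 0.1 on a log axis with a separate scale per gene. Filled circles are replicate 1, open triangles replicate 2 and lines the group mean of 2 libraries, with groups by label (Veh, vehicle; both, IL-1β + 2-DG). TRIB3 was at 49.4 TPM in IL-1β + 2-DG replicate 1 and at 1.48 TPM in the library labelled IL-1β + 2-DG replicate 2.

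The effect of the cytokine alone was assessed by comparing IL-1β with vehicle. No gene was called in the fit without the block (smallest adjusted p 0.0615), and 740 of 10844 genes had an unadjusted p under 0.05, against 542 expected by chance. With the replicate block 492 genes were called, 382 higher and 110 lower with IL-1β. All 492 moved the same way in the 2 replicates. A gene with opposite directions could hardly be called in that fit, so this is not separate support. The alternative that moved this count most among those planned was DESeq2 with the replicate block, with 1575 genes. Of the 13 tested genes that the study names, all were higher with IL-1β. For 7 of them the edgeR p passed 0.05 when adjusted over the list alone, and 0 passed when adjusted over all genes tested. With the block these numbers were 7 and 5. The study chose these genes on these libraries, so the first count is not independent evidence. Each of the 13 genes was higher in replicate 1 and, in the library labelled IL-1β, in replicate 2.

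TNF (hg38 chromosome 6, 31575565 to 31578336) rose from 0.0384 ± 0.0169 TPM in vehicle to 32.3 ± 27.1 TPM in IL-1β. Its log2 fold change was 9.34 (SE 1.18, edgeR adjusted p 0.114) and 9.15 (SE 1.2, adjusted p 0.032) with the block. IL6 (chromosome 7, 22725884 to 22732002) had at most 2 counts in each vehicle library and was at 92.9 ± 61 TPM in IL-1β, at least 1091-fold higher (613-fold without the library labelled IL-1β replicate 2), with an adjusted p of 0.153 and of 0.0188 with the block in edgeR. CXCL10 (chromosome 4, 76021118 to 76023497) was at 1760 and 288 TPM in the 2 IL-1β libraries and at 2.12 and 0 TPM in vehicle, with an adjusted p of 0.338 and, with the block, of 0.0544 in edgeR, so it passed in neither of these fits. DESeq2 gave it a log2 fold change of 10.05 and an adjusted p of 0.00946, and it was higher in both replicates. PTGS2 (chromosome 1, 186671791 to 186680922) was at 0.0413 ± 0.0518 TPM in vehicle and 28.6 ± 2.48 TPM in IL-1β, and its edgeR adjusted p was 0.153, or 0.041 with the block. C3 (chromosome 19, 6677704 to 6730562) differed between replicates more than between groups. It was at 98.8 and 0.035 TPM in vehicle replicates 1 and 2 and at 146 and 33.7 TPM in IL-1β, and its log2 fold change of 1.06 (SE 2.94) became -0.33 without IL-1β replicate 1 and 11.36 without vehicle replicate 1. DESeq2 without the block gave an adjusted p of 4.9e-15 for TNF, 4.01e-11 for IL6 and 4.9e-11 for PTGS2, and C3 did not pass (0.9998). TNF, IL6, CXCL10, PTGS2 and C3 are protein-coding. The annotation has exonic bases of IL6 (9.91%), PTGS2 (3.99%) and C3 (11.7%) that another annotated gene shares.

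Among the genes called with the block that met the rule for named genes, those with the highest fold changes were CCL8, IL6 and CCL20. These and the genes with the lowest moved the same way in replicate 1 and, by label, in replicate 2. CCL8 (chromosome 17, 34319435 to 34321402) had at most 1 count in each vehicle library and was at 31.4 ± 18.1 TPM in IL-1β, at least 395-fold higher, or 240-fold without the library labelled IL-1β replicate 2 (edgeR adjusted p 0.043 with the block). CCL20 (chromosome 2, 227805739 to 227817564) was at 0.153 ± 0.144 TPM in vehicle and 182 ± 105 TPM in IL-1β (edgeR adjusted p 0.0191 with the block). Those with the lowest were FOXJ1, GFRA2 and KRT18. FOXJ1 (chromosome 17, 76136333 to 76141245) fell from 34.7 to 2.97 TPM in replicate 1 and from 6.17 to 0.516 TPM in replicate 2, a log2 fold change of -3.50 (SE 0.289, adjusted p 0.0103) with the block and -3.41 (SE 1.63, adjusted p 0.835) without it in edgeR. GFRA2 (chromosome 8, 21690398 to 21812357) fell from 11 ± 6.07 to 0.924 ± 0.206 TPM (adjusted p 0.0272 with the block in edgeR). KRT18 (chromosome 12, 52948871 to 52952906), which shares 17.1% of its exonic bases with KRT8, fell from 0.837 to 0.179 TPM in replicate 1 and from 8.46 to 0.594 TPM in replicate 2 (adjusted p 0.037 with the block in edgeR). Its log2 fold change without the block, -3.60, was -1.02 when vehicle replicate 2 was left out. That of FOXJ1 ranged from -5.12 without IL-1β replicate 1 to -1.86 without vehicle replicate 1.

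The effect of 2-DG alone was assessed against vehicle. No gene was called with or without the block. At an unadjusted p under 0.05 there were 55 genes without the block and 387 with it, both below the 542 expected by chance. Both fits took the spread from all 8 libraries, including the replicate 2 libraries that ran opposite in IL-1β + 2-DG against IL-1β. These counts therefore do not show an absence of response. Over 1.5-fold, 520 genes moved the same way in the 2 replicates and 11 moved opposite ways. DESeq2 called 2 genes, HKDC1 and WARS, which are named here after their values were seen. The genes that the study names as raised by 2-DG were higher in both replicates. TRIB3 (chromosome 20, 362835 to 397559) rose from 2.77 to 38.5 TPM in replicate 1 and from 1.38 to 18.4 TPM in replicate 2, with a log2 fold change of 3.84 (SE 1.53, edgeR adjusted p 1). HSPA5 (chromosome 9, 125234853 to 125241382), an endoplasmic reticulum chaperone, rose from 142 ± 37.2 to 689 ± 96.3 TPM. SHMT2 (chromosome 12, 57229573 to 57234935) rose from 29 ± 9.12 to 162 ± 55 TPM, SLC3A2 (chromosome 11, 62856004 to 62888880) from 45.9 ± 10.3 to 256 ± 6.74 TPM and PDIA6 (chromosome 2, 10783391 to 10837977) from 134 ± 29.1 to 322 ± 34.7 TPM. PDIA6 shares 25.2% of its exonic bases with ATP6V1C2. None of the 5 passed after adjustment over the list alone, and 4 of them had an unadjusted p under 0.05.

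The effect of 2-DG on cells given the cytokine was assessed by comparing IL-1β + 2-DG with IL-1β. No gene was called with or without the block. At an unadjusted p under 0.05 there were 0 genes without the block and 65 with it. The 2 replicates went opposite ways. In replicate 1 TRIB3 was higher with 2-DG, at 49.4 against 4.18 TPM, as were HSPA5 (658 against 154 TPM), SHMT2 (183 against 50.8 TPM), SLC3A2 (274 against 49.1 TPM) and PDIA6 (295 against 119 TPM). In replicate 2 the library labelled IL-1β + 2-DG was lower than the library labelled IL-1β for TRIB3, at 1.48 against 16.1 TPM, and for HSPA5 (182 against 910 TPM), SHMT2 (28 against 95.9 TPM), SLC3A2 (71.7 against 296 TPM) and PDIA6 (168 against 412 TPM). The log2 fold change of TRIB3 over both replicates, 1.25 (SE 1.38), was -2.81 without IL-1β + 2-DG replicate 1 and 2.51 without the library labelled IL-1β replicate 2.

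Inflammatory genes also went opposite ways between the replicates in this comparison. NOS2 (chromosome 17, 27756766 to 27800529), which encodes an enzyme that makes nitric oxide, was at 7.24 TPM in IL-1β + 2-DG and 40.3 TPM in IL-1β in replicate 1, and at 22.7 and 7.86 TPM in the libraries so labelled in replicate 2. IFIT2 (chromosome 10, 89283694 to 89309271), an interferon-stimulated gene with 13.6% of its exonic bases shared, was at 107 and 622 TPM in replicate 1 and at 252 and 114 TPM in replicate 2. TNF was at 12.1 and 51.4 TPM in replicate 1 and at 20.4 and 13.1 TPM in replicate 2, IL6 at 17.1 and 49.8 TPM and at 396 and 136 TPM, CXCL10 at 292 and 1760 TPM and at 851 and 288 TPM, and PTGS2 at 7.93 and 30.3 TPM and at 110 and 26.8 TPM. C3 was at 81.8 and 146 TPM in replicate 1 and at 121 and 33.7 TPM in replicate 2. CCL4 (chromosome 17, 36103827 to 36105621) had 21 and 124 counts in replicate 1 and 587 and 221 counts in replicate 2. Its value is uncertain, because the near-identical CCL4L1 and CCL4L2 had 979 and 991 counts over all libraries against 955 for CCL4, with a correlation of at least 0.9999 across libraries, as reads counted for each of the 3 would give. CXCL9 (chromosome 4, 76001275 to 76007509) reached 1.21 ± 1.66 TPM at most and was not among the genes tested. It had 2 and 35 counts in replicate 1 and 206 and 3 counts in replicate 2. For each of these genes the direction over both replicates was within the spread between them.

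**Figure D2:**
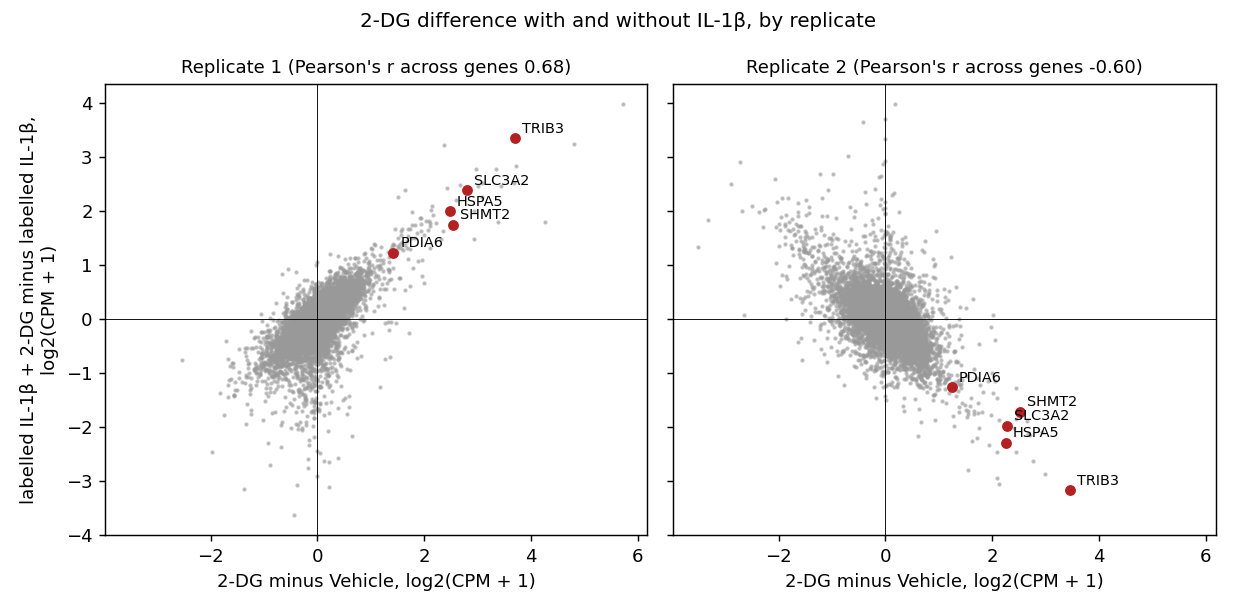
Difference made by 2-DG in each tested gene without IL-1β (x axis, 2-DG minus vehicle) and with it (y axis, library labelled IL-1β + 2-DG minus library labelled IL-1β), both as log2(CPM + 1), for replicate 1 and replicate 2. Each grey dot is a gene and the red dots are the genes the study names as raised by 2-DG, which lie in the upper right in replicate 1 and in the lower right in replicate 2 (genes left out of gene lists to protect donors are not drawn).

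Whether 2-DG acted alike with and without IL-1β was examined across genes and by the interaction. The fitted 2-DG effect with IL-1β correlated with that without it at r 0.07 and rho 0.08 across 10844 genes, and 52.2% of genes had the same sign. Within replicate 1 r was 0.68 and rho 0.65, and within replicate 2 r was -0.60 and rho -0.54. The fitted r ranged from -0.35 without IL-1β replicate 1 to 0.26 without the library labelled IL-1β replicate 2. In edgeR the interaction had 0 genes called without or with the block, and 13 and 120 genes had an unadjusted p under 0.05. DESeq2 called 0 genes without the block and 5 with it.

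The genes raised by IL-1β were followed under 2-DG. The fit without the block had no such gene. The 382 genes called higher in IL-1β with the block had a median log2 fold change of -0.21 in IL-1β + 2-DG against IL-1β, and 82.2% of them were lower. In replicate 1 the median was -0.44 and 88% were lower. In replicate 2, where the libraries are named by their labels, the median was 0.08 and 42.9% were lower. Because the same IL-1β libraries choose the genes and enter the second comparison, 25 data sets were simulated in which 2-DG changed nothing in cells given IL-1β. Their medians ranged from -0.13 to -0.06. The simulated data had between 802 and 925 genes called higher, more than the 382 observed, so selection in them was less strict, and their range does not bound what selection gives in these libraries.

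The effect of the cytokine on cells given 2-DG, IL-1β + 2-DG against 2-DG, had 0 genes called without the block (623 with an unadjusted p under 0.05) and 165 with it, 150 higher and 15 lower. Among the genes called with the block that met the rule for named genes, the highest were CCL20, CSF3 and IL6. CCL20 had no count in either 2-DG library and was at least 1600-fold higher, CSF3 (chromosome 17, 40015361 to 40017813) at least 1725-fold and IL6 at least 1594-fold. Without the library labelled IL-1β + 2-DG replicate 2 these limits were 210-fold for CCL20, 1289-fold for CSF3 and 125-fold for IL6. CSF3 was at 118 TPM in IL-1β + 2-DG replicate 1 and 186 TPM in the library labelled IL-1β + 2-DG replicate 2. The lowest that met this rule were RPRM, PHYHIPL and LRRN2. FOXJ1 was also called lower (log2 fold change -2.62 with the block, edgeR adjusted p 0.0276), but its libraries overlapped between the groups. RPRM (chromosome 2, 153477338 to 153478762) was at 8.31 ± 2.06 TPM in 2-DG and 1.21 ± 0.134 TPM in IL-1β + 2-DG, with an edgeR adjusted p of 0.036 with the block. PHYHIPL (chromosome 10, 59176643 to 59247774), which shares 39.8% of its exonic bases with FAM13C, was at 8.45 ± 1.53 and 2.04 ± 0.527 TPM, and LRRN2 (chromosome 1, 204617170 to 204685738) at 6.53 ± 3.9 and 1.53 ± 0.842 TPM. The log2 difference in replicates 1 and 2, as labelled, was -2.22 and -3.01 for RPRM, -2.07 and -1.96 for PHYHIPL and -2.03 and -1.93 for LRRN2.

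Both agents together were compared with vehicle. No gene was called without the block (730 with an unadjusted p under 0.05), and 331 were called with it, 259 higher and 72 lower. Among those that met the rule for named genes, the highest were IL6, CXCL8 and CCL20 and the lowest FOXJ1, KRT18 and RPRM. CXCL8 (chromosome 4, 73740519 to 73743716) was at 1.05 ± 1.36 TPM in vehicle, at 1012 TPM in IL-1β + 2-DG replicate 1 and at 4141 TPM in the library labelled IL-1β + 2-DG replicate 2, with an edgeR adjusted p of 0.0454 with the block. IL6 was at least 2456-fold higher than the floor of the vehicle libraries, and at least 193-fold without the library labelled IL-1β + 2-DG replicate 2. All 331 genes moved the same way in the 2 replicates, which calling with the block favours.

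Of the 60 gene set tests, 38 passed with camera at the preset correlation (34 with the block). None held with fry or with an estimated inter-gene correlation (9 and 17 had an unadjusted p under 0.05), and 3 held with fry and the block, so the camera calls are given with the medians per replicate. With IL-1β against vehicle, the median difference was 4.73 and 4.97 in replicates 1 and 2 for 25 cytokines and chemokines, 4.78 and 4.81 for 39 interferon-stimulated genes, and 3.62 and 3.90 for 19 NF-kB feedback genes, in log2(CPM + 1). For these 3 sets the camera adjusted p was 8.7e-40, 5.36e-83 and 4.38e-42, and the fry adjusted p was 0.0635 for each. With fry and the block the NF-kB feedback set passed (adjusted p 0.0396), and the other 2 sets did not (0.126 for each). With 2-DG against vehicle, the median was 2.37 and 1.73 for 29 ATF4 targets and amino acid metabolism genes (ATF4 is a transcription factor of the stress response), 1.66 and 1.31 for 24 chaperones of the endoplasmic reticulum and unfolded protein response genes, -0.69 and -0.71 for 23 cholesterol biosynthesis genes and -0.74 and -1.39 for 30 cell cycle genes. All 30 cell cycle genes were lower in both replicates. The camera adjusted p of these 4 sets was 6.26e-55, 7.51e-40, 8.61e-17 and 3.33e-37 and the fry adjusted p 0.443, 0.527, 0.544 and 0.544.

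With IL-1β + 2-DG against IL-1β, the replicates had medians of opposite sign in 9 of the 10 sets. In replicate 1 and then in replicate 2, with its libraries named by label, the median was 1.74 and -1.71 for the ATF4 set, 1.36 and -1.21 for the chaperone set, -0.63 and 0.85 for cholesterol biosynthesis, -1.33 and 1.04 for cytokines and chemokines, -1.55 and 0.67 for interferon-stimulated genes and -0.74 and 1.29 for the cell cycle. The set of nuclear genes of oxidative phosphorylation had medians of -0.12 and -0.02.

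**Figure D3:**
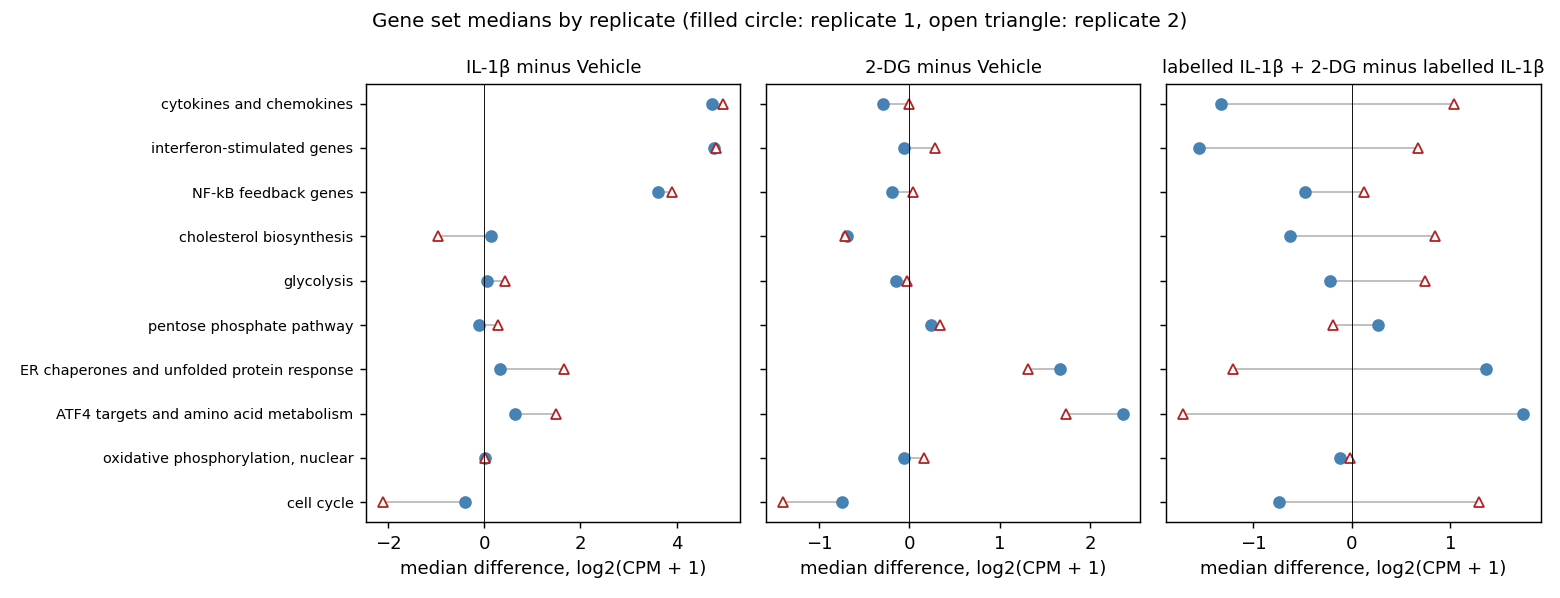
Median difference over the genes of each set in log2(CPM + 1), for 3 comparisons with libraries named by label. Filled circles are replicate 1 and open triangles replicate 2, joined by a line. In the comparison of IL-1β + 2-DG with IL-1β, 9 of the 10 sets have medians on opposite sides of 0.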

Values the study reported

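The study treated astrocytes with IL-1β at 20 ng/mL, 2-DG at 20 mM or both for 24 h. It stated that 2,495 genes differed in expression between IL-1β and vehicle, 1,539 of them higher and 956 lower with IL-1β. It also stated that 2-DG lowered the expression of 214 genes in astrocytes given IL-1β.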

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

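The tests of label exchange, of single runs, of scaling within replicate 2 and of different responses of the second preparation were chosen only after the result was seen. Of the 10 gene sets, 7 passed the camera test of the interaction, that is, of a difference between the 2-DG effect with IL-1β and without it. The median log2 interaction was 1.35 for cytokines and chemokines (camera adjusted p 0.00143), -0.23 for interferon-stimulated genes (4.04e-05), 0.78 for cholesterol biosynthesis (4.95e-16), 0.47 for glycolysis (5.88e-07), -1.64 for chaperones of the endoplasmic reticulum and the unfolded protein response (2.48e-31), -1.64 for ATF4 targets (2.59e-34) and 1.04 for the cell cycle (3.55e-39). With the replicate block 6 of the 7 passed, and cytokines and chemokines did not (adjusted p 0.124). None of the 7 passed with fry, where their adjusted p was between 0.544 and 0.933, or with an estimated correlation. In edgeR no single gene was called for the interaction, and 13 had an unadjusted p under 0.05. DESeq2 called 0 single genes without the block and 5 with it.

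For 6 of the 7 sets the interaction was larger in size in replicate 2. For the ATF4 set the interaction was -0.57 in replicate 1 and -3.47 in replicate 2, for the chaperone set -0.23 and -2.56, for cholesterol biosynthesis 0.05 and 1.54, for glycolysis -0.08 and 0.78, and for the cell cycle 0.03 and 2.62, with the replicate 2 libraries named by their labels. For cytokines and chemokines it was -1.03 and 1.24 and for interferon-stimulated genes -1.41 and 0.23, so these 2 sets and glycolysis had opposite signs in the 2 replicates, and the interaction of interferon-stimulated genes was larger in size in replicate 1.

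In replicate 2 the difference between the libraries labelled IL-1β + 2-DG and IL-1β ran opposite to 2-DG minus vehicle, with a correlation across genes of -0.60, whereas in replicate 1 it was 0.68. A single misplaced run would leave other pairs of runs positive. All 9 pairs of runs of the 2 libraries were negative, the highest at -0.54, which argues against it. One scaling factor would move all sets alike, but the set medians in replicate 2 spanned 3.0 on the log2 scale, which argues against a difference in library size as the whole cause. An exchange of the labels of the 2 replicate 2 libraries may account for the reversal. The correlation of -0.60 is the observation that raised this explanation and does not test it. By PCR in a separate experiment, the paper reported lower TNF, IL6 and C3 when the glycolysis inhibitor was added to the cytokine. In IL-1β + 2-DG against IL-1β, replicate 1 went the same way (TNF 12.1 and 51.4, IL6 17.1 and 49.8, C3 81.8 and 146 TPM). Replicate 2 as labelled went the opposite way (TNF 20.4 and 13.1, IL6 396 and 136, C3 121 and 33.7 TPM). A separate experiment cannot tell which library a label belongs to, so the exchange stays open as a hypothesis. The biological explanation is a different response of the second preparation. If only its response to both agents together differed, the library labelled IL-1β replicate 2 would not carry the 2-DG pattern. Against vehicle its set medians were 1.5 for the ATF4 set, 1.66 for chaperones, -0.95 for cholesterol biosynthesis and -2.10 for the cell cycle, and in replicate 1 they were 0.63, 0.32, 0.13 and -0.39. Across genes, IL-1β minus vehicle of replicate 2 correlated with 2-DG minus vehicle of replicate 1 at 0.24, and IL-1β minus vehicle of replicate 1 with 2-DG minus vehicle of replicate 2 at 0.13, with no library shared in either pair. The medians lean against a changed response to both agents alone, but they rest on 1 library and the correlations differ little, so this explanation stays open. A response to IL-1β that differed both with and without 2-DG cannot be told apart from the exchange, because either gives the median of -0.16 that the ATF4 set had in the library labelled IL-1β + 2-DG replicate 2 against vehicle. The labels were kept as deposited, and no result was recomputed with other labels.

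A difference in library size between groups could also produce an interaction. With median-of-ratios size factors and with the TPM, 0 genes were called for the interaction, as with TMM, and at an unadjusted p under 0.05 there were 15 genes with the size factors and 8 and 9 with log2(TPM + 1) and log2(TPM + 0.1). With no calls in any of these settings the test leaves this explanation open for single genes. For the sets, 7 passed the camera test of the interaction with the median-of-ratios size factors, 4 higher and 3 lower, as with TMM. One factor would move all sets alike, but the median interaction was -1.64 for the ATF4 set and 1.04 for the cell cycle. These opposite directions argue against library size as the whole cause of the set interactions.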

How the results depend on the processing

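The use of each run as a library, of run A alone, and of the block with fry or an estimated correlation were chosen only after the result was seen. The number of genes called depended strongly on the model. For IL-1β against vehicle it was 0 in edgeR (740 genes with an unadjusted p under 0.05), 42 with no filter, 392 with DESeq2, 492 with the replicate block, 1575 with DESeq2 and the replicate block, 23 with limma-trend on log2(TPM + 1), 27 on log2(TPM + 0.1) and 1947 with each run as a library. For 2-DG against vehicle it was 2 with DESeq2, 11 with DESeq2 and the replicate block and 183 with each run as a library. For IL-1β + 2-DG against IL-1β it was 2 with each run as a library. For IL-1β + 2-DG against 2-DG it was 0, 5, 324, 165, 1202, 8, 12 and 1544 in the order given for IL-1β against vehicle. For IL-1β + 2-DG against vehicle it was 0, 8, 357, 331, 1682, 11, 11 and 1936 in that order. For the interaction it was 5 with DESeq2 and the replicate block and 82 with each run as a library. Runs filed under one sample are not independent samples, so their counts overstate the evidence. The labels do not say whether runs A, B and C are sequencing lanes or separate libraries of that sample.

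Of the 492 genes called with the block in IL-1β against vehicle, DESeq2 called 289, and all 492 were among the 1575 called by DESeq2 with the block. The other settings tried, including RLE, filterByExpr, the 4 libraries of the compared groups, other fold thresholds and run A alone, gave 0 calls in each comparison where they were made, as did each fit that left out a library of another group. For the interaction, and where leaving out a library left 1 library in a compared group, no call was made. The BCV fell from 0.485 to 0.243 with the block, which gives a reason for the higher counts with the block. The cause of the difference between edgeR and DESeq2 was not tested.

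Of the gene sets, 38 passed with camera, 38 with RLE, 35 with no filter and 34 with the replicate block. With fry 0 passed, with an estimated correlation 0, with fry and the replicate block 3, and with an estimated correlation and the replicate block 0 (9, 17, 9 and 8 with an unadjusted p under 0.05). The cause was not tested. There were 0 genes raised by IL-1β to follow under 2-DG in the fit without the block, 42 with no filter and 382 with the replicate block. Their median under 2-DG was -0.29 and -0.21. The astrocyte minus microglia marker difference was 6.09, and 8.11 with CPM and 9.34 with log2(TPM + 0.1). In the last of these the smaller pseudocount lowers the markers near 0. The cause of the higher value with CPM was not tested.

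The correlation of the 2-DG effects with and without IL-1β ranged from -0.35 without IL-1β replicate 1 to 0.26 without IL-1β replicate 2. C3 in IL-1β against vehicle ranged from -0.33 to 11.36 across fits that each left out one library. In IL-1β + 2-DG against IL-1β the ranges were -1.70 to 0.30 for TNF, -2.52 to 2.11 for IL6, -1.92 to 0.94 for CXCL10, -1.95 to 1.92 for PTGS2, -0.52 to 1.54 for C3, -2.92 to 1.75 for CCL4, -1.88 to 0.64 for IFIT2, -1.84 to 0.90 for NOS2, -1.53 to 1.38 for HSPA5, -1.38 to 1.25 for SHMT2, -1.22 to 1.76 for SLC3A2, -2.81 to 2.51 for TRIB3 and -0.89 to 0.94 for PDIA6. With the replicate block CXCL10 (0.34), CCL4 (-0.28) and SLC3A2 (0.20) changed sign in that comparison. The cause was not tested. Among the values of single named genes under alternatives, 37 others passed the threshold where they had not in edgeR without the block, and 56 moved by more than the spread between replicates when a library was left out. The block also moved the edgeR adjusted p of other genes below 0.05, each with the same direction in the 2 replicates. In IL-1β against vehicle these were NOS2 (log2 fold change 8.64 with the block, adjusted p from 0.134 to 0.0385), IFIT2 (5.75, from 0.145 to 0.042) and the markers NEFL (-1.52, from 0.953 to 0.0423) and PDGFRB (-1.06, from 1.0 to 0.0357). In IL-1β + 2-DG against vehicle they were TNF (8.31, from 0.163 to 0.0439) and PTGS2 (10.33, from 0.163 to 0.0465). These lists are examples and are not complete. CSF3, named for another comparison, was also moved by the block in IL-1β against vehicle (edgeR adjusted p from 0.133 to 0.0188). The block removed 4 set calls, namely cholesterol biosynthesis in IL-1β against vehicle (camera adjusted p from 0.0165 to 0.0853) and in IL-1β + 2-DG against 2-DG (from 0.0157 to 0.0516), the pentose phosphate pathway in 2-DG against vehicle (from 0.0273 to 0.0552), and cytokines and chemokines in the interaction (from 0.00143 to 0.124).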

Other observations

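The list of raised genes from the fit with the block, the test of microglial markers at the floor and the test of raised genes across replicates were chosen only after the result was seen. The number of genes called for IL-1β against vehicle was 0 (740 at an unadjusted p under 0.05), and 492 with the replicate block. That is lower than the value quoted from the study above. The number called higher was 0, and 382 with the block, and the number called lower was 0, and 110 with the block. These are lower than the values quoted from the study above. The study called genes with DESeq2. With DESeq2 the numbers higher and lower were 330 and 62, with the block 892 and 683, and with each run as a library, which overstates the evidence, 1047 and 900. The number of genes called lower for IL-1β + 2-DG against IL-1β was 0 with and without the block (65 and 0 genes in either direction at an unadjusted p under 0.05). That is lower than the value quoted from the study above. With DESeq2 it was also 0 with and without the block, and 0 with each run as a library, where 2 genes were called higher. The replicates ran opposite in this comparison (r -0.54 across genes), so their differences offset each other in these fits.

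Libraries with the same replicate number deviated together, with the lowest of the 6 correlations at 0.71. A preparation or donor shared by the libraries of a number may explain this, and the labels do not say which, so no biological explanation was tested.

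Markers of other cell types were read to ask whether other cells were present. In 0 lists of another cell type did every member reach 4 TPM in any library, but the astrocyte list did not either (9 of 10), so this says nothing about cells of another type in the cultures. Of the microglial markers, 6 of 10 were at or under 3 counts in every library, against 0 of 10 astrocyte markers, which argues against microglia in the cultures as a source of signal. For the other lists, 1 of 8 neuronal, 0 of 7 oligodendrocyte, 0 of 5 endothelial and 0 of 6 fibroblast markers were at that level, and cells of these types stay open. CD68, the 1 microglial marker to reach 4 TPM, was at 58.9 TPM at most, while AIF1 had at most 1 count. CD68 shares 85.6% of its exonic bases with other annotated genes.

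The genes raised by IL-1β had a median of -0.21 under 2-DG. In 0 of 25 simulations of selection on shared IL-1β libraries (regression to the mean) was the median as low. The simulations called 802 to 925 genes against 382, so selection in them was less strict, and they do not argue against it. As many genes were then chosen in one replicate and followed in the other, where no library is shared. Those chosen in replicate 2 as labelled had a median of -0.63 in replicate 1, with 85.9% lower. Those chosen in replicate 1 had a median of 0.39 in replicate 2 as labelled, with 23.8% lower. The fall was thus seen in replicate 1 also with genes chosen elsewhere, and replicate 2 went the other way, so selection stays open for the fall over both replicates.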
